A study of Mus musculus with 8 samples. Its data were reported in "Retinoic Acid Is Essential for Th1 Cell Lineage Stability and Prevents Transition to a Th17 Cell Program" (2015).

How the data were processed

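Gene expression was measured in 8 samples of mouse CD4+ T cells on Affymetrix Mouse Gene 2.0 ST arrays, with 1 array per sample. Naive CD4+ T cells from dnRara mice or wild-type (WT) littermates were cultured under Th1 conditions for 7 days. In dnRara mice Cre recombinase under the Cd4 promoter switches on a dominant-negative form of the retinoic acid receptor RARα in T cells, from the ROSA26 locus. Both genotypes carried an eYFP reporter of Ifng, and the eYFP+ (IFN-γ+) cells were isolated by FACS. The culture held anti-CD3 (5 μg/ml), IL-2 (100 U/ml), IL-12 (10 ng/ml) and anti-IL-4 (10 μg/ml) for 3 days, with T cell-depleted irradiated splenocytes, and then IL-2 alone (50 U/ml) for 4 days. Per the labels, PMA (100 ng/ml) and ionomycin (500 ng/ml) were given for 4 h before sorting of 3 dnRara and 3 WT samples. The remaining dnRara and WT samples, 1 of each, were sorted without restimulation. From each sample, 500 ng of total RNA was labelled.

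The deposited values were log2 expression values, 1 per transcript cluster and array, which the authors made from the CEL files in Partek Genomics Suite with the Robust Multiarray Average method (RMA: background correction, quantile normalization between arrays and a summary over the probes of each cluster). The authors normalized all 8 arrays together and left the 2 unstimulated arrays out of their differential test. The probe set definition, the RMA options and any filter on clusters were not given in the sources used here. The table held 41345 clusters, and the values were used as deposited, with no further scaling and no filter. The array medians lay between 5.42 and 5.56. A log2 value from RMA carries no count or depth, so the number of arrays limits the precision. Signals near the floor are compressed, which lowers the apparent fold of dim genes.

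Clusters were named through the platform annotation of GEO, and symbols were updated by Entrez ID with a RefSeq gene table of assembly GRCm38.p6, which matched 23328 of the 23521 clusters that name 1 gene. A further 1814 clusters name several genes and 16010 are not named here. None of those was given a gene name. The genome build of the array was not given in the sources used here, so no coordinates are printed and the RefSeq table served only for names and for gene order. Where several clusters name a gene, the cluster of highest mean over the 8 arrays stood for it, which left 22180 genes. The 8 values of 802 clusters repeated those of another cluster, and counts over the 40543 distinct clusters are given where this matters.

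Groups followed the labels: dnRara restimulated (n = 3), WT restimulated (n = 3), dnRara unstimulated (1 array) and WT unstimulated (1 array). The labels call the restimulated arrays biological replicates, and the study describes 3 independent experiments. The genotypes were compared in the 6 restimulated arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with Benjamini-Hochberg adjustment over all clusters. An adjusted p under 0.05 was called a difference, with no fold minimum. The methods' t-test, with an unadjusted p under 0.05 and a fold of 1.5 or more, was run on the same values. The unstimulated pair has no replicates, so it was set against the restimulated calls without a test. The share of calls with the same direction is given with an exact Clopper-Pearson 95% interval, which covers the sampling of clusters only. List medians in this pair were placed among 10000 random lists of genes matched on mean expression in 20 bins, as a description and not a test. Restimulation and the genotype by restimulation interaction were tested in a limma fit of 4 groups over the 8 arrays. There the spread came from the restimulated arrays alone, and each lone unstimulated array was assumed to vary like them.

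The 28 gene lists were fixed before the data were examined. They covered Th1, Th2, Th17, Treg and Tfh genes, the Th17 genes named by the study, naive and memory cells, inhibitory receptors, the retinoid pathway, cytotoxic effectors and the interferon response. They also covered the cell cycle, glycolysis, cholesterol synthesis, ER stress, immediate early genes, activation cytokines, NF-kB targets, apoptosis, chemokine receptors and homing, and T cell identity. Further lists held markers of B, myeloid, NK and CD8, and erythroid cells, ribosomal protein genes, mitochondrially encoded genes and sex-linked genes. The mitochondrially encoded genes were not analysed here, since no cluster was named for any of them, which left 27 lists. List shifts were tested with limma's camera at its preset correlation of 0.01, with adjustment over the lists. Camera with an estimated correlation and fry were run beside it.

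The rule for named genes was also fixed before the data were examined. It took Rara, the genes the study's text names that have a cluster named for them alone, and the 10 highest and 10 lowest called genes whose 3 dnRara arrays all lay on one side of the 3 WT arrays. It left out symbols made of Gm and digits, Rik names and symbols that begin with Mir, Snor or Rn. It added up to 4 genes of smallest p from each list, and the 5 highest and 5 lowest for restimulation and for the interaction.

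The fits were tested on simulated arrays with the cluster means and spread of the real ones, in which 100 of the 41345 clusters were changed by 1 log2 and 100 by 2 log2. The genotype comparison recovered 37% of the smaller and 77% of the larger changes, with 6 false calls among 120. With the replicate number as a block it recovered 0% and 42%, with 0 false calls among 42. The restimulation comparison recovered 31% and 81%, and the interaction recovered 0% of either. A Th17 list shifted by 1 log2 was called at the preset and at the estimated correlation. Each simulated cluster was drawn independently, so genes of a list were not correlated there. In the real arrays the estimated correlation was 0.632 for the interferon response list. The simulation therefore does not check the list tests for genes that move together.

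Alternatives fixed before the data were examined were the replicate number as a block, the methods' t-test, a fold minimum, a trended and robust prior, array weights, filters on dim or ambiguous clusters, median centring, renewed quantile normalization, the 4-group or additive model, other list tests and leaving out each restimulated array.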

Results

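The 8 arrays measured gene expression in IFN-γ+ CD4+ T cells sorted on day 7 of Th1 culture. RARα, the receptor encoded by Rara, is a nuclear receptor for retinoic acid, and in dnRara T cells a dominant-negative form disrupts its response to retinoic acid. Of the arrays, 3 held dnRara and 3 held WT cells restimulated with PMA and ionomycin, and 1 of each genotype held unstimulated cells. Array medians lay between 5.42 and 5.56 on the log2 scale, and their number limits the precision. In restimulated cells Rara itself was at 9.20 ± 0.07 (SD, n = 3) in dnRara and 8.69 ± 0.04 (SD, n = 3) in WT cells, a log2 difference of 0.51 that did not pass over all clusters (limma adjusted p = 0.158). The array may also read the transgene, so this is a weak check of the labels.

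The first comparison asked which genes differ between dnRara and WT IFN-γ+ Th1 cells once both are restimulated. The dnRara cells carried more RNA of Il4, the signature cytokine of Th2 cells (11.7-fold), of Trpm6, a magnesium channel (log2 difference 4.32), and of Slc15a3, a lysosomal peptide transporter (14.4-fold). Cth, an enzyme of cysteine synthesis, was 11.6-fold higher and the chemokine receptor gene Ccr8 8.92-fold higher. They carried less of Gimap7, a GTPase gene of lymphocytes (15.4-fold), of Nt5e, which encodes CD73 (8.82-fold), and of P2rx7, an ATP-gated channel (6.42-fold). Irf8, a transcription factor of the interferon regulatory family, was 4.48-fold lower.

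In all, 208 clusters were higher and 116 lower in dnRara cells (limma, 3 against 3 arrays, adjusted p under 0.05). Counted on 1 cluster per gene, 167 genes were higher and 72 lower. Of the called clusters, 35 higher and 34 lower ones have no gene named here, and 4 and 7 name several genes. Each called cluster had its dnRara arrays apart from its WT arrays, which held for 16.9% of all clusters against 10% by chance, and each differed by at least 1.5-fold. The 10 highest of the named genes ran from Trpm6 (log2 difference 4.32 ± 0.18 SE, adjusted p = 0.000134) through Slc15a3, Il4, Cth, Ifi205 (3.49), Ccr8, Slc37a2 (3.14), Moxd1 (2.98) and Itgae (2.97) to Il23r (2.96). The 10 lowest ran from Gimap7 (-3.95 ± 0.22 SE, adjusted p = 0.00048) through Nt5e, Ly6a2 (-2.95), Plac8 (-2.85), Enpp4 (-2.80), P2rx7 (-2.68), Lysmd2 (-2.64), Slc9a2 (-2.56) and Asb2 (-2.55) to Pde2a (-2.49). At the study's thresholds of an unadjusted p under 0.05 and a 1.5-fold difference, 840 clusters were higher and 712 lower. The number of calls depended on each array: it was 93 without dnRara replicate 1, 128 without dnRara replicate 2, 162 without dnRara replicate 3, 93 without WT replicate 1, 171 without WT replicate 2 and 169 without WT replicate 3, and 49 genes were called in each of these 6 fits. Among the 20 genes above, Ifi205, Ccr8, Il23r, Plac8, Slc9a2, Asb2 and Pde2a were not called in between 2 and 5 of the 6 fits, with adjusted p up to 0.177 (Pde2a), and each of the 6 arrays ended at least 1 of these calls. Pde2a was also not called with median centring. Both arrays numbered 2 stood apart from the other restimulated arrays on the second principal component, and without them, a choice made after seeing the data, 50 clusters were higher and 25 lower.

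**Figure D1:**
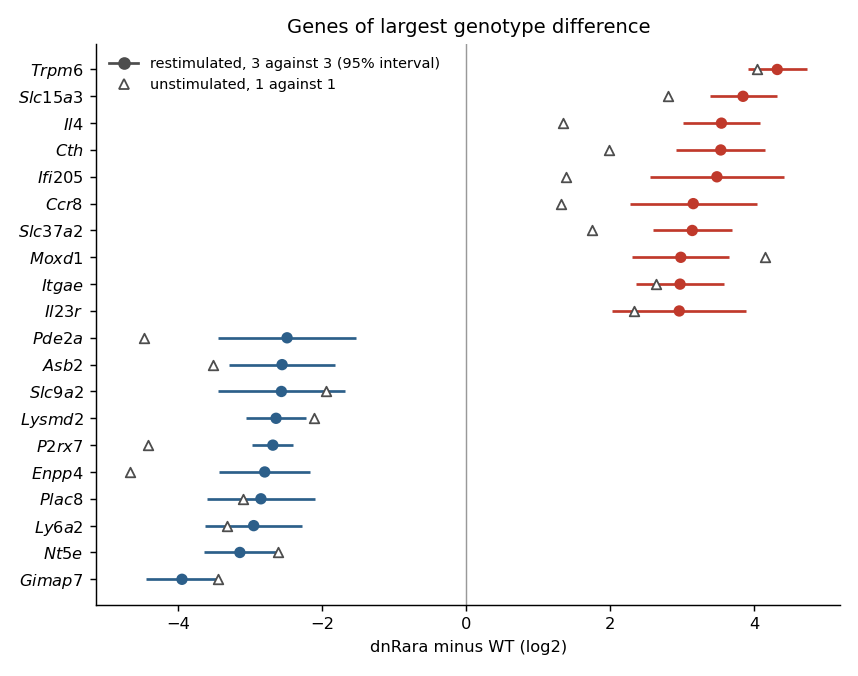
The horizontal axis gives the difference between dnRara and WT cells (log2) for the 10 highest and 10 lowest named genes, as filled points with 95% intervals for restimulated cells (3 arrays against 3) and open triangles for the unstimulated pair (1 against 1). Trpm6 stood highest at 4.32 and Gimap7 lowest at -3.95.

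Among Th2 genes, Il4 stood at 9.55 ± 0.14 (SD, n = 3) against 6.00 ± 0.45 (SD, n = 3) in WT cells (adjusted p = 0.00129), and Il31, an itch-inducing cytokine gene, rose by 2.25 (adjusted p = 0.00373). The chemokine receptor gene Ccr8 rose by 3.16 (adjusted p = 0.0164), while Gfi1, a transcriptional repressor, fell by 1.78 (adjusted p = 0.029). Of 16 measured genes, 5 were higher and 1 lower over all clusters, and 9 were higher and 3 lower adjusted over the list alone. The remaining calls, Ccr4 (2.09) and the cytokine gene Il9 (1.65), were named after their values were seen, and Il9 was not called with the replicate number as a block (adjusted p = 0.0514). Gata3, the master transcription factor of Th2 cells, was 0.98 ± 0.21 (SE) higher without passing (adjusted p = 0.101). The list shifted upwards with a median of 0.93 (camera adjusted p = 3.2e-05), with adjusted p = 0.233 with an estimated correlation. It holds Il4 and Gata3, which the study reports as altered in dnRara Th1 cells, so its shift is not wholly independent of the study's finding. Ccr8 was not called without dnRara replicate 1, dnRara replicate 2, WT replicate 1 or WT replicate 2 in the fits that left out 1 array (adjusted p up to 0.0848), while Il4 and Il31 were called in each. Gfi1 was called only without WT replicate 2 among these fits (adjusted p up to 0.136).

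Il23r, the receptor chain for IL-23, was 7.79-fold higher in dnRara than in WT cells, at 7.51 ± 0.83 (SD, n = 3) against 4.55 ± 0.41 (SD, n = 3; adjusted p = 0.0238). Il1r1, the receptor for IL-1, was 3.43-fold higher (log2 difference 1.78 ± 0.18 SE, adjusted p = 0.00675). Of 24 measured Th17 genes these 2 were higher and 0 lower over all clusters, and 10 were higher and 3 lower adjusted over the list alone. The differences of Il21 (1.57, adjusted p = 0.0712), Il24 (1.93, adjusted p = 0.0945), Il6ra (1.02, adjusted p = 0.128), Il17f (0.96, adjusted p = 0.243), Il12rb1 (0.79, adjusted p = 0.234), Runx1 (0.67, adjusted p = 0.184), Il22 (0.38, adjusted p = 0.326) and Il17a (0.27, adjusted p = 0.794) did not pass. Neither did those of Stat3 (-0.04), Irf4 (-0.19) and Batf (0.22). Il22 (mean 2.63 in dnRara and 2.24 in WT cells) and Il17a (4.75 and 4.48) read below the array medians. Differences of dim genes are compressed, so the lack of a call says little about Il22 and Il17a. With the replicate number as a block Il6ra passed (adjusted p = 0.0361). The list shifted upwards (median 0.40, camera adjusted p = 0.00065), with adjusted p = 0.31 with an estimated correlation. Of the 5 Th17 genes that the study names, all of them also on the longer list, 2 were higher and 0 lower over all clusters, and 5 were higher and 0 lower adjusted over the list alone. Their median was 1.57 (camera adjusted p = 3.3e-08, adjusted p = 0.233 with an estimated correlation), and as the study chose them on these samples they are not independent evidence of a direction. The longer list holds the same genes, so its shift is not independent of that choice either, and it was not tested without them. In the fits that left out 1 array, Il23r was called only without dnRara replicate 3 (adjusted p between 0.0108 and 0.115), whereas Il1r1 was called in each. Without both arrays numbered 2 neither was called (adjusted p = 0.146 for Il23r and 0.0713 for Il1r1).

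Th1 genes moved both ways. Ifng, the cytokine whose reporter the cells were sorted on, was at 13.35 ± 0.09 (SD, n = 3) in dnRara and 13.44 ± 0.20 (SD, n = 3) in WT cells, and did not differ past the threshold (adjusted p = 0.892). Irf8 fell by 2.16 (adjusted p = 0.0148), and its other cluster fell by 1.73 (adjusted p = 0.00631). The chains of the IFN-γ receptor went apart, as Ifngr1 fell by 1.24 (adjusted p = 0.0147) and Ifngr2 rose by 2.28 (adjusted p = 0.0189). Havcr2, which encodes the inhibitory receptor TIM-3, rose by 1.27 (adjusted p = 0.0154). Of 25 measured genes, 2 were higher and 2 lower over all clusters, and 3 were higher and 5 lower adjusted over the list alone. Tbx21, which encodes T-bet, differed by -0.58 (adjusted p = 0.447), Stat4 by -0.88 (adjusted p = 0.326), Cxcr3 by 0.33 (adjusted p = 0.796) and Il12rb2 by 0.22 (adjusted p = 0.832). Il10, which the study names but which is not on the Th1 list, differed by 0.16 (adjusted p = 0.843). The Th1 list had a median of 0.02 and a mean of -0.10, and camera gave a downward direction without passing (adjusted p = 0.289). In the fits that left out 1 array, Irf8 was not called without WT replicate 1 (adjusted p = 0.0597), while Ifngr1 (adjusted p up to 0.0807), Ifngr2 (up to 0.102) and Havcr2 (up to 0.0843) were each called in 2 of the 6 fits, Ifngr1 without dnRara replicate 3 or WT replicate 2, Ifngr2 without dnRara replicate 2 or WT replicate 3, and Havcr2 without dnRara replicate 1 or WT replicate 2.

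**Figure D2:**
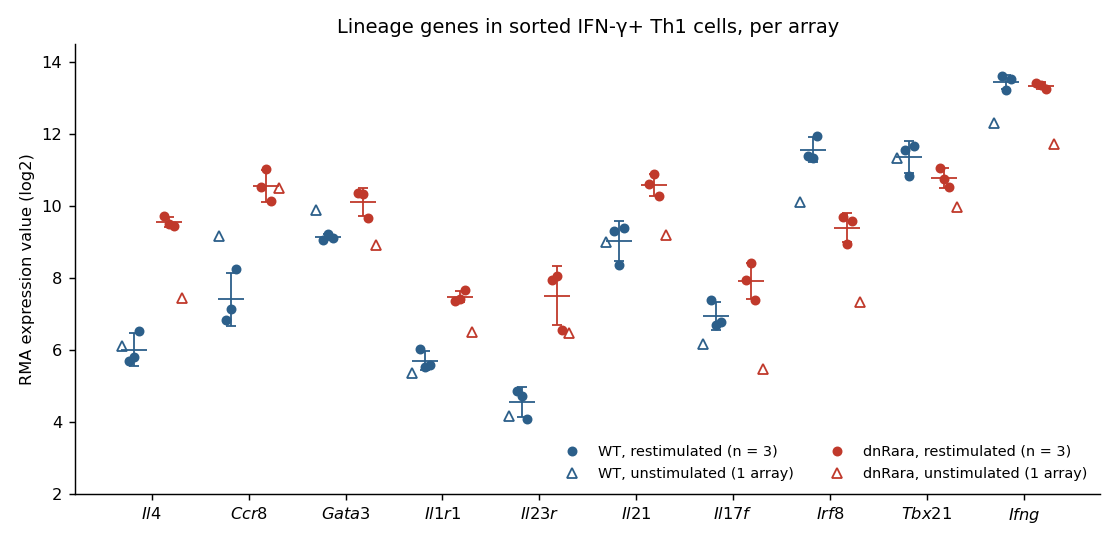
The vertical axis gives the RMA expression value (log2) of 10 lineage genes, with filled points for restimulated arrays (3 per genotype), bars for the mean and SD, and open triangles for the unstimulated arrays (1 per genotype). Il4 averaged 9.55 in dnRara and 6.00 in WT cells, Irf8 9.40 and 11.56, and Ifng 13.35 and 13.44.

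Among Treg genes, the integrin gene Itgae, which encodes CD103, rose by 2.97 (adjusted p = 0.0042) and Ebi3, a subunit shared by IL-27 and IL-35, rose by 1.14 (adjusted p = 0.0197), while the other cluster of Ebi3 differed by -0.44 without passing (adjusted p = 0.234). Izumo1r, which encodes folate receptor 4, fell by 2.14 (adjusted p = 0.0355). These were the calls among 14 measured genes, with the same counts of 2 higher and 1 lower adjusted over the list alone. Foxp3, the defining Treg factor, differed by -0.69 (adjusted p = 0.511), and the list did not pass (median 0.02, camera adjusted p = 0.941). Of 13 Tfh genes, Tox rose by 1.67 (adjusted p = 0.016) and 0 fell, with 2 higher and 1 lower adjusted over the list alone (median 0.14, camera adjusted p = 0.287). Of 11 inhibitory receptor genes, Cd160 rose by 2.12 (adjusted p = 0.0145) beside Havcr2 and 0 fell, with the same counts adjusted over the list alone (median 0.11, camera adjusted p = 0.068). That list passed without dnRara replicate 3, WT replicate 1 or WT replicate 3 (adjusted p down to 0.0266). In the fits that left out 1 array, Ebi3 was called only without WT replicate 3, Izumo1r only without dnRara replicate 3 (adjusted p up to 0.153), Tox only without WT replicate 1 or WT replicate 2 (up to 0.0645), and Cd160 in all but that without WT replicate 1 (0.059).

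Genes of cytotoxic cells also moved both ways. The granzyme gene Gzmc rose by 2.10 (adjusted p = 0.00885), while Klrd1 and Klrk1, which encode the receptors CD94 and NKG2D, fell by 2.25 (adjusted p = 0.0423) and by 1.76 (adjusted p = 0.0271), and Ctla2b, a protease inhibitor-like gene, fell by 1.78 (adjusted p = 0.0236). Of 18 measured genes these were 1 higher and 3 lower over all clusters, with 3 higher and 4 lower adjusted over the list alone (median -0.12, camera adjusted p = 0.0907). The call of Klrd1 was lost in each of the 6 fits that left out 1 array (adjusted p between 0.0681 and 0.158), Klrk1 was called only without WT replicate 1, and Ctla2b only without dnRara replicate 1 or WT replicate 2. The shift of the list passed without WT replicate 2 (adjusted p = 0.0172) and with dim clusters left out (adjusted p = 0.00438). Of 21 chemokine receptor and homing genes, 4 were higher and 2 lower, and 5 were higher and 7 lower adjusted over the list alone. Itgae, Ccr8, Ccr1 (1.61, adjusted p = 0.0151) and Ccr4 were higher. Cxcr4, the receptor for CXCL12, fell by 1.64 (adjusted p = 0.00486), and Itga2, named after its values were seen, fell by 1.62. The list had a median of 0.10 and a mean of 0.22, while camera gave a downward direction without passing (adjusted p = 0.847). Ccr1 was called only without WT replicate 2 or WT replicate 3 among the fits that left out 1 array (adjusted p up to 0.068).

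Of 23 genes of the retinoid pathway and its targets, Rxra, the partner receptor of RARα, rose by 1.92 (adjusted p = 0.00282) and 0 fell. Adjusted over the list alone, 3 were higher, Rara among them, and 3 lower. The lowest p values beside it belonged to Hic1 (-1.02, adjusted p = 0.0652) and Nrip1 (-0.91, adjusted p = 0.0652), which did not pass, though both did with the replicate number as a block (adjusted p = 0.0336 and 0.0406). The list did not pass, with a median and a mean of 0.01 and a downward direction by camera (adjusted p = 0.847).

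All 19 measured genes of the interferon response had a positive difference, with a median of 0.78 (camera adjusted p = 5.4e-08, adjusted p = 0.483 with an estimated correlation and 0.216 by fry). Ifih1, which encodes the RNA sensor MDA5, rose by 2.32 (adjusted p = 0.0199). It was the 1 gene called higher over all clusters, with 0 lower, and 6 were higher and 0 lower adjusted over the list alone. Ifit1 (2.94, adjusted p = 0.0597), Rsad2 (1.56, adjusted p = 0.143) and Oasl2 (2.91, adjusted p = 0.168) did not pass. With the replicate number as a block these 3 passed (adjusted p = 0.0414, 0.0444 and 0.0438), and 6 genes of the list were called higher. The median over the list was 8.05 in dnRara replicate 2 and 8.07 in WT replicate 3, so the arrays of the genotypes overlapped. Ifih1 was not called without dnRara replicate 1, 2 or 3 or WT replicate 1 (adjusted p up to 0.108).

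Cell cycle genes were shifted upwards too, with 23 of 24 differences positive and a median of 0.31 (camera adjusted p = 3.1e-07, adjusted p = 0.319 with an estimated correlation and 0.0791 by fry). No gene of the list was called over all clusters by limma, and 2 were higher and 0 lower adjusted over the list alone, with the lowest p for the transcription factor genes E2f8 (1.23, adjusted p = 0.0915) and E2f1 (0.74, adjusted p = 0.113). Activation cytokine genes had a median of 0.33 (camera adjusted p = 0.00085, adjusted p = 0.319 with an estimated correlation), with 0 of 17 called over all clusters and 7 higher and 1 lower adjusted over the list alone. The lowest p values were those of Tnfsf11, which encodes RANKL (0.86, adjusted p = 0.0612), and Cd40lg, the CD40 ligand (1.04, adjusted p = 0.0649). Immediate early genes had a median of 0.17 (camera adjusted p = 0.00458, adjusted p = 0.494 with an estimated correlation and 0.196 by fry), with 0 of 19 called and 6 higher and 0 lower adjusted over the list alone. Their shift was not called without WT replicate 2 (adjusted p = 0.0694) or without both arrays numbered 2 (adjusted p = 0.159).

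Genes of cholesterol synthesis were shifted downwards, with a median of -0.17 (camera adjusted p = 0.00728, adjusted p = 0.671 with an estimated correlation and 0.412 by fry) and 0 of 14 called on either adjustment. This shift was not called without dnRara replicate 1, dnRara replicate 2 or WT replicate 1 (adjusted p up to 0.129), nor without both arrays numbered 2 (adjusted p = 0.0705). Naive and memory genes had a median of -0.35 (camera adjusted p = 0.0442, adjusted p = 0.319 with an estimated correlation), with 0 of 11 called over all clusters and 0 higher and 3 lower adjusted over the list alone. The lowest p values were those of S1pr1, the receptor for lymph node egress (-0.70, adjusted p = 0.084), and Klf3 (-0.86, adjusted p = 0.0886). That shift was not called without dnRara replicate 1, 2 or 3 or WT replicate 3 (adjusted p up to 0.144), nor with the mean of all clusters of a gene (adjusted p = 0.0577) or with the replicate number as a block (adjusted p = 0.0584). Of the lists called by camera, no shift passed with an estimated correlation, and fry passed for the Th17, Th2, study-named Th17, activation cytokine and naive and memory lists.

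The other lists of cell functions did not pass. Glycolysis genes had 0 of 14 called on either adjustment (median -0.16, camera adjusted p = 0.2), as had ER stress genes with 0 of 12 (median 0.02, camera adjusted p = 0.847) and NF-kB targets with 0 of 10 (median 0.16, camera adjusted p = 0.462). Among 11 apoptosis genes, Tnfsf10, which encodes TRAIL, fell by 0.95 (adjusted p = 0.0308) and 0 rose, with the same counts adjusted over the list alone, and its call was lost in each of the 6 fits that left out 1 array (adjusted p between 0.081 and 0.129) and with the replicate number as a block (adjusted p = 0.0517). That list had a median of 0.02 and a mean of -0.01 (camera direction downwards, adjusted p = 0.941). The glycolysis shift passed without WT replicate 2 (adjusted p = 0.00298).

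**Figure D3:**
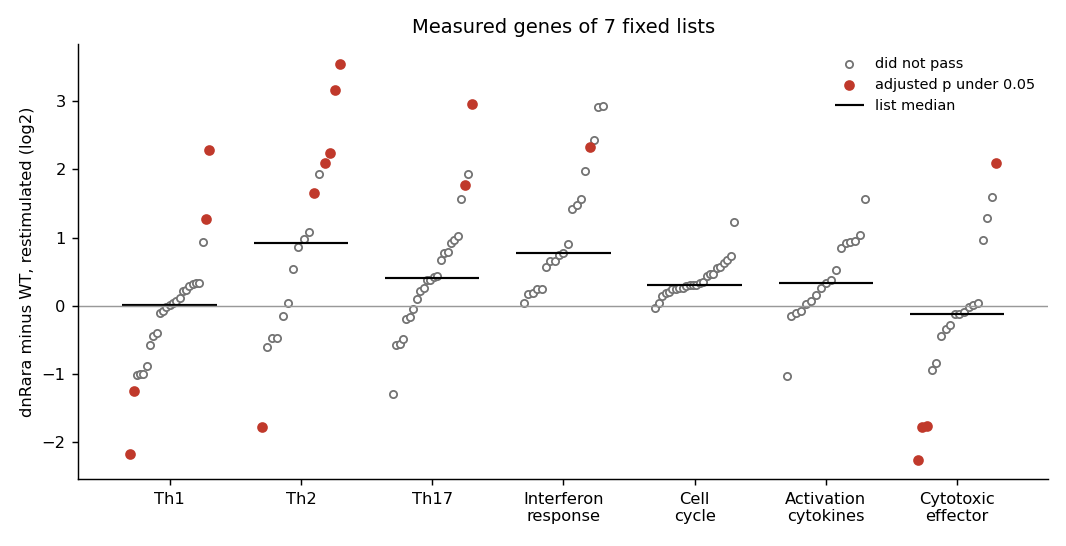
The vertical axis gives the difference between dnRara and WT cells after restimulation (log2, 3 arrays against 3) for each measured gene of 7 lists, with filled points for genes past the threshold over all clusters and a line for the list median. All 19 interferon response genes lay above 0, and the medians of the Th2, Th17 and Th1 lists were 0.93, 0.40 and 0.02.

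Among 15 myeloid markers, Cd68 rose by 1.43 (adjusted p = 0.017) and 0 fell, with 2 higher and 1 lower adjusted over the list alone (median -0.04, camera adjusted p = 0.659). Among 6 markers of NK and CD8 cells, Cd8b1 rose by 1.41 (adjusted p = 0.0274) and 0 fell, with the same counts adjusted over the list alone (median 0.09, camera adjusted p = 0.462), while Cd8a differed by 0.04 (adjusted p = 0.973). B cell and antigen presentation genes (0 of 11 called, median 0.02, camera adjusted p = 0.748) and erythroid genes (0 of 3 called, median -0.11, camera adjusted p = 0.658) had no call on either adjustment. Cd74, an antigen presentation gene on the B cell list, shares its cluster with Mir5107 and so was not counted. That cluster, chosen after its values were seen, was 1.51 higher in dnRara cells (limma adjusted p = 0.032). It was not called with the replicate number as a block (adjusted p = 0.0572). T cell identity genes had 0 of 9 called on either adjustment (median 0.09, camera adjusted p = 0.322), and ribosomal protein genes 0 of 15 (median -0.10, camera adjusted p = 0.068). The downward shift of the ribosomal protein genes passed without dnRara replicate 3 (adjusted p = 0.00154), with the mean of all clusters of a gene (0.0167) and with dim clusters left out (0.0399). Of 4 sex-linked genes 0 were called over all clusters, and Uty (0.62) was higher adjusted over the list alone (median 0.05, camera adjusted p = 0.609). In the fits that left out 1 array, Cd68 was called only without dnRara replicate 3 or WT replicate 2 (adjusted p up to 0.0897) and Cd8b1 only without WT replicate 2 (up to 0.109).

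The unstimulated pair was compared to ask whether the differences were there before restimulation. Trpm6 was 4.05 higher (log2) in the dnRara array, Il23r 2.33, Il4 1.35 and Il1r1 1.15, while Gimap7 differed by -3.45, Irf8 by -2.78 and Tbx21 by -1.35. Gata3 (-0.96) and Il17f (-0.70) lay on the other side from the restimulated difference, and Il31 (-0.06) and Il21 (0.19) were near 0. Klrd1 (1.02) and Klrk1 (0.83), lower in restimulated dnRara cells, were higher in the unstimulated dnRara array. Each genotype had 1 unstimulated array, so these differences carry no error and no test.

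Of the 310 distinct clusters called after restimulation, 279 had the same direction in the unstimulated pair (90.0%, exact 95% interval 86.1 to 93.1), 188 of the 198 higher and 91 of the 112 lower. Among all genes, 13130 of 22180 (59.2%) had the same direction in both comparisons. Across the called clusters, which are not independent replicates, the differences correlated with a Pearson coefficient of 0.821 and a Spearman coefficient of 0.765, and 219 differed at least 1.5-fold the same way. The median difference of the interferon response list was 0.65, with 14 of 19 genes on the same side as after restimulation, and that of the activation cytokines was 0.64. The median was 1.15 for the study-named Th17 genes, 0.42 for ER stress, 0.34 for Tfh, -0.27 for glycolysis, -0.31 for Treg and -0.78 for naive and memory genes. The medians of the Th17 (-0.04), cell cycle (-0.13) and immediate early (-0.02) lists differed in sign from those after restimulation, as did those of the Th1 (-0.17), Treg, retinoid (-0.23), apoptosis (-0.08), B cell (-0.13) and NK and CD8 (-0.08) lists, and the Th2 median was 0.01. Of the 27 lists, 12 lay outside the central 95% of 10000 random lists matched on expression, so a place there marks out no single list, and genes that move together spread more widely than random ones.

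**Figure D4:**
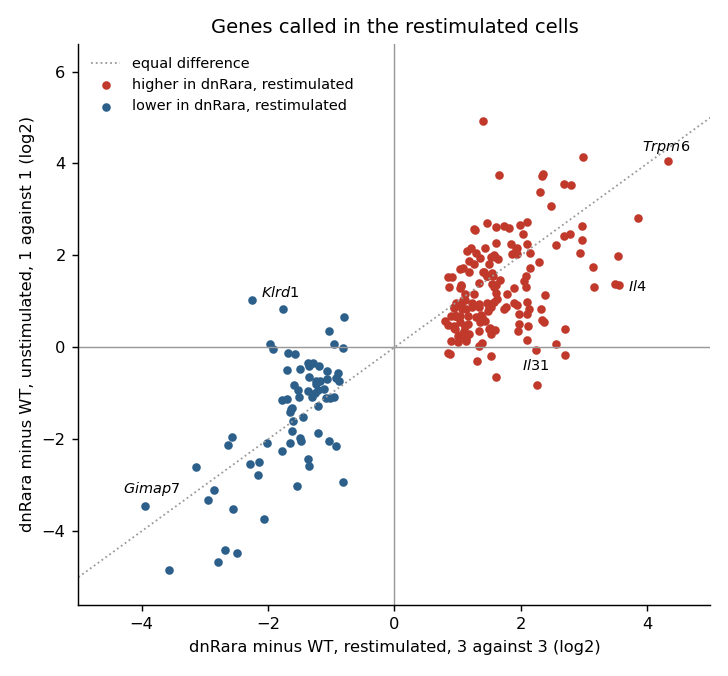
Each point is a gene called between the genotypes after restimulation, with its difference between dnRara and WT (log2) after restimulation on the horizontal axis (3 arrays against 3) and in unstimulated cells on the vertical axis (1 against 1), and a dotted line where the values are equal. The same direction was seen for 225 of 239 genes, and Klrd1 was among the exceptions.

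Restimulation, compared over both genotypes, raised the cytokine genes Il2 by 6.91 ± 0.21 (log2, SE), Xcl1 by 6.06, Il3 by 5.97 and Il1a by 4.99, and the carbonic anhydrase gene Car2 by 4.95. The lowest were Arhgap19 (-4.18), Ifi208 (-4.10), S1pr1 (-4.06), the guanylate-binding protein gene Gbp11 (-3.75) and the integrin gene Itgb3 (-3.56). Ifng rose by 1.39, Irf8 by 1.77, Irf4 by 1.80 and Il10 by 2.75. In all, 3844 clusters were higher and 3093 lower (limma, 6 restimulated against 2 unstimulated arrays, adjusted p under 0.05). Counted on 1 cluster per gene, 2051 genes were higher and 2407 lower. The unstimulated arrays, 1 per genotype, were assumed to vary like the restimulated ones.

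Of 17 activation cytokine genes 14 rose and 0 fell, and 15 were higher and 0 lower adjusted over the list alone. Of 19 immediate early genes 12 rose and 0 fell (13 and 0 adjusted over the list alone), and of 12 ER stress genes 6 rose and 0 fell (6 and 0 adjusted over the list alone). Cell cycle genes fell, with 0 of 24 higher and 23 lower on either adjustment, among them Birc5 (-2.92) and Mki67 (-2.26). Interferon response genes fell as well, with 0 of 19 higher and 11 lower (0 and 17 adjusted over the list alone), among them Oasl2 (-3.26) and Ifit1 (-2.82). Of chemokine receptor and homing genes 2 rose and 9 fell (2 and 12 adjusted over the list alone), and of Th1 genes 9 rose and 4 fell (9 and 7 adjusted over the list alone). The counts were 7 and 3 for Th17 genes (7 and 3 adjusted over the list alone), 6 and 0 for Th2 genes (6 and 3), 2 and 5 for naive and memory genes (2 and 5) and 4 and 0 for NF-kB targets (6 and 0).

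The last comparison asked whether restimulation acted differently in the genotypes. No named gene passed the test of this interaction. By limma 1 cluster was called, which has no gene named here, and 0 were called without WT replicate 3 or without both arrays numbered 2. At an unadjusted p under 0.05 there were 1168 clusters with a higher and 1952 with a lower response in dnRara cells. Klrk1 (-2.59, adjusted p = 0.361) and Klrd1 (-3.27, adjusted p = 0.431), whose genotype difference changed sign between conditions, did not pass, nor did Il4 (2.20, adjusted p = 0.424) or Gata3 (1.94, adjusted p = 0.424). Simulated interactions of 1 and 2 log2 were recovered in 0% of clusters, so the low count cannot be read as absence.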

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

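Of the tests of the interaction and of the splits, the fit without both arrays numbered 2 was chosen only after seeing the data. The 1 cluster with an interaction between genotype and restimulation, 17448761, stood out because its fitted response differed between the genotypes. Its interaction was 5.50 (log2, SE 0.31, limma adjusted p = 0.007). It read 6.25 in the dnRara and 11.07 in the WT unstimulated array, against means of 10.77 and 10.09 after restimulation, so it rose by 4.52 in dnRara cells and fell by 0.98 in WT cells. Each unstimulated value comes from 1 array. The interaction rests on the lone dnRara unstimulated array, since all restimulated arrays and the WT unstimulated array read between 9.87 and 11.07. A true difference in response and a single outlying reading cannot be told apart. The cluster was not called without WT replicate 3, nor without both arrays numbered 2.

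Of the 10 splits of the 6 restimulated arrays into 3 and 3, only 1, the real one, gave as many as its 324 called clusters, and the highest of the others gave 0. The splits are too few for a share under 0.05.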

How the results depend on the processing

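The alternatives were chosen before the data were examined, except the fits without both arrays numbered 2, the counts over distinct clusters and the unstimulated share with the block, which were chosen after seeing the data. Called clusters kept their direction in 6 of 6 fits that left out 1 array. This outcome was fixed in advance, since each called cluster had its dnRara arrays apart from its WT arrays. The counts fell to between 67 and 130 higher and between 24 and 61 lower, and 18 of 43 named called genes were called in each. The study's t-test with p and fold gave 840 higher and 712 lower, and after Benjamini-Hochberg adjustment 0 and 1, against 2374 and 2249 by limma at an unadjusted p under 0.05. Array weights gave 356 and 198, with all 324 original calls among them. Without both arrays numbered 2, 50 were higher and 25 lower, 71 of these 75 being original calls. With replicate number as a block, 243 were higher and 159 lower, 271 of them original calls. Same-number arrays correlated at 0.073, 0.375 and 0.319 (0.116, 0.551 and 0.445 over the brighter clusters), but WT replicate 1 correlated best with dnRara replicate 3 (0.109, and 0.203 over the brighter clusters), so the numbers were not taken to pair the arrays. This verdict depends on the clusters used, and both counts had been seen when it was made. Simulated arrays without shared variation had fewer calls with the block (42 against 120), whereas the real arrays had more (402 against 324). That contrast goes with a pairing, so a pairing stays open. The remaining settings kept the counts within 1.5 times. With an estimated correlation the adjusted p was 0.31 for the Th17 and 0.233 for the Th2 list, which passed under every other setting run. The share of calls with the same direction in the unstimulated pair ranged from 91.9% to 96.9% without 1 array and was 97.0% without both arrays numbered 2 and 88.7% with the block. The interaction count was between 0 and 1 without 1 array (0 without WT replicate 3) and 0 without both arrays numbered 2. Fits without an array rest on fewer samples, and the cause of the other changes was not tested. Of the 43 named called genes, 42 were not called by the adjusted t-test, 24 without both arrays numbered 2, 1 with the block and 1 with median centring. None changed direction, which leaving out arrays could not bring about for genes whose arrays lie apart. Dim clusters lie near the array's floor, where differences are compressed.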

Other observations

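The test of weaker restimulation against the interferon response was chosen only after its result was seen. The other tests were written before their values were seen, though the patterns themselves had been noticed in the same data.

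Several groups outside the rule for named genes were chosen after their values were seen. Of the 8 measured Gimap genes, GTPases of lymphocyte survival that lie side by side, 7 were lower past the threshold in restimulated dnRara cells, from Gimap7 (-3.95) and Gimap4 (-2.02) to Gimap8 (-1.20), and Gimap1 (-0.73, adjusted p = 0.0949) did not pass. All 8 were negative under each scaling, with 6 called after median centring, Gimap8 was not called with the replicate number as a block (adjusted p = 0.0642), and all 8 were lower in the unstimulated dnRara array (median -1.99). Txk (-2.28) and Tec (-1.20), neighbouring kinase genes of T cell receptor signalling, were both called lower, and Il1r2, the decoy receptor for IL-1, was called higher (2.33) beside Il1r1. Among clusters with no gene named here, the highest was 17551165 (5.78) and the lowest were 17493912 (-4.61) and 17201311 (-2.52). The last of these was not called by limma with the replicate number as a block (adjusted p = 0.0511).

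The Gimap genes lie on the chromosome that carries ROSA26, where the transgene was inserted, so passenger DNA around the insertion is a candidate explanation for their low values. Of 446 genes placed between them and ROSA26, 4 were called (0.897%, against 1.05% elsewhere; odds ratio 0.852, exact 95% interval 0.229 to 2.23, Fisher's exact p = 1), and the interval is too wide to exclude this cause. The study describes WT controls of dnRara mice as littermates without Cre. Littermates that carry the ROSA26 allele would share its flanking DNA, which goes against passenger DNA as the cause. The ROSA26 genotype of the controls on these arrays was not given in the sources used here. Stronger activation was argued against, since the 1273 genes that fell by 1 log2 or more on restimulation had a median genotype difference of 0.226 (quartiles -0.04 and 0.47), where a fall was required, and the Gimap genes themselves had a restimulation median of -0.26. Other values go with a stronger response, since the medians of the activation cytokines (0.33, adjusted p = 0.319 with an estimated correlation) and immediate early genes (0.17, adjusted p = 0.494 with an estimated correlation), which restimulation raised, were positive, with 0 genes of either called. In the study's own map of RARα binding (ChIP-seq, WT Th1 cells), Gimap3, Gimap4, Gimap8 and Gimap9 were among the bound genes. The study's other arrays placed them among the genes lower in dnRara Th1 cells. Those data were not analysed here, so an effect of RARα on the locus stays open. Activation during the culture and cross-hybridisation between the related genes were not tested here and stay open too.

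For the interferon response list (median 0.78), a single array was argued against by the lowest median without 1 array, 0.613. The lowest median within a replicate number was 0.768. As each number holds 1 array of each genotype, an effect shared by both cancels in this difference and in the group comparison alike. The medians within numbers could therefore not decide on such an effect, and nothing is concluded from them. Restimulation lowered this list, so weaker restimulation of dnRara cells may raise it, and this stays open: the 1273 genes that fell on restimulation had a median genotype difference of 0.226, while the activation cytokines, which rose on it, had a median of 0.331 (adjusted p = 0.319 with an estimated correlation). The immediate early median (0.17) and that of the interferon list in the unstimulated pair (0.65, 1 array against 1, no test) also go against weaker restimulation. Variation between cultures of genes that move together stays open, since their estimated correlation was 0.632 and the arrays of the genotypes overlapped.

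Called genes lay next to each other more often than shuffled calls did: 20 had a directly neighbouring called gene of the same direction, against a median of 2 and a highest of 16 in 10000 shuffles (permutation p = 1e-04, the smallest they can give). Without the Gimap genes 13 did (permutation p = 0.0011). These shuffles argue against placement of the calls at random among all placed genes. They were not matched on expression, so they could not exclude that expressed genes, which can more readily be called, lie near each other. Shared regulation, related sequences read by the same probes and passenger DNA were not tested as sources of the pattern.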
